A study of Canis lupus familiaris with 10 samples. Its data were reported in "Strong correlation of gene counts and differentially expressed genes between a 3′ RNA-Seq and an RNA hybridization platform in transcriptome analyses from canine archival tissues" (2025).

How the data were processed

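Gene expression was measured in formalin-fixed, paraffin-embedded (FFPE) tissue of canine cutaneous histiocytoma (CCH), a benign skin tumour of dogs that arises from Langerhans cells and usually regresses. Per the labels, 5 tumours belonged to group 1 of the Cockerell and Slauson scheme (early stage) and 5 to group 3, which is rich in lymphocytes (late stage). Each tumour came from a different dog.

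The authors hybridised total RNA to the nCounter Canine IO Panel, in which colour-coded barcodes attached to probes are counted without amplification. The authors imported the counts into nSolver 4.0 and normalized them in a first step to positive controls and in a second step to housekeeping genes. The deposited values are therefore a normalized signal on a linear scale, here called normalized counts, for 800 genes, beside 14 control probes (6 positive, 8 negative) that were left unscaled. The geometric mean of the 20 housekeeping genes was 422 in each sample. No background subtraction was stated. Each sample's gene values were whole multiples of a single step, the worth of 1 barcode count. Dividing by the step gave whole numbers, within a tolerance of 0.0051 in the deposited value, for at least 99.4% of genes in each sample, and these are called recovered counts. They were used for depth and background only, because the control rows of the same columns are not on that scale.

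Recovered counts summed to between 484696 and 1253083 per sample. The counting error that this depth gives, expressed as a median SD on the log2 scale, was 0.21 in the lowest tercile of genes by mean level and 0.043 in the highest tercile. It covers counting only. The background of a sample was the mean plus 2 SD of its 8 negative probes, multiplied by the step to compare it with normalized counts.

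Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) on log2(normalized count + 1), with all 10 samples, no covariates and late CCH as baseline, so that a positive log2 fold change means higher in early CCH. A fold change on this scale understates the change of low genes. Control probes and genes with a mean under 20 over the 10 samples were left out, which kept 761 genes. A gene was called at a Benjamini-Yekutieli (BY) adjusted p of at most 0.05 and at least a 2-fold change. Counts at a Benjamini-Hochberg (BH) adjusted p of at most 0.05 are given as well. The study's own design for this comparison was followed for the baseline, the BY adjustment and the threshold values. The study describes the fold changes behind its gene calls as shrunken, whereas fold changes here were not shrunken. Its count-based test was not used on these normalized values.

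A set of 11 gene lists was fixed beforehand: T cell, B cell, cytotoxic lymphocyte, Langerhans and dendritic cell, macrophage, MHC class II, interferon response, proinflammatory cytokine, proliferation, keratinocyte, and panel genes without a counterpart in the study's sequencing data. Lists with at least 3 tested members were compared with the rest of the panel by camera from limma (preset inter-gene correlation 0.01), and their scores, the mean log2 value of tested members in a sample, by exact two-sided permutation. Separation of whole profiles was the mean distance (1 minus Pearson's r) between stages minus that within stages, with an exact one-sided permutation test. With 5 samples against 5 the smallest p these tests can give is 0.00794. Sample totals, detected genes and the share of the 10 highest genes were compared by exact two-sided permutation, and replicate spread was described without a test.

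Genes named in the text are the 5 called genes with the largest change in each direction, CD3E, CD8A, CD4, MS4A1, GZMB, IL2, IFNG, TNF, IL6 and NOS2, the genes without a sequencing counterpart, and the extremes of a list that is broken down. DLA-DQB1, DLA-DQA1, CXCL10, CD83, IRF8, XCR1, CD86, TRGC8 and housekeeping genes named one by one were chosen after their values were seen. Samples, lists, tests and most alternatives were fixed before the data were examined. Alternatives covered the pseudocount, the filter on low values, scaling, the variance model, covariates, sex and leaving out each sample in turn. A background filter, a background floor, scaling without the 2 lowest housekeeping probes and a fit without moderation were added after the data were seen.

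The differential expression test was tested on simulated counts for the 761 genes with 200 of them changed. At a log2 change of 2 it recovered 76% of changed genes past the BY and 2-fold thresholds and 86.5% past the BH threshold. At a log2 change of 1 it recovered 21% and 46.5%. Among unchanged genes, 1 passed the BY and 2-fold thresholds in each case, and 7 and 5 passed the BH threshold. Without any change it called 0 genes. Genes were simulated independently, with a single data set per setting, so that false calls from correlated genes or a batch are not covered.

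Gene symbols are those of the deposited table. Of 800 identifiers, 773 matched a symbol and 4 a gene number in the RefSeq gene table of assembly UU_Cfam_GSD_1.0, and 23 matched none. The panel was designed on another assembly, so that no coordinates are given. Figures were drawn with matplotlib 3.10.9.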

Results

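The normalized counts of 800 panel genes were compared between 5 early and 5 late CCH tumours, each from a different dog. This stage-dependent comparison asks which immune-related transcripts differ between the stage defined by an absence of lymphocytes and the stage enriched in them. Depth differed between the stages. Recovered counts summed to 623064 ± 130257 (SD, n = 5) in early CCH and to 1091089 ± 109331 (SD, n = 5) in late CCH, with no overlap between the stages (exact two-sided permutation p = 0.00794, the smallest value possible). Background expressed in normalized counts was 32.6 ± 6.37 (SD, n = 5) in early and 21.9 ± 2.99 (SD, n = 5) in late CCH (exact permutation p = 0.0238). In unscaled counts it did not separate the stages (20.2 and 20.3, exact permutation p = 0.944, n = 5 per stage). The factor from counts to normalized counts was larger in 4 of 5 early samples than in every late sample, whereas that of early 1 (1.06) lay within the late range, as did its background (21.8).

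Sums of normalized counts were also lower in early CCH (980431 ± 97171, SD, n = 5) than in late CCH (1176324 ± 19642, SD, n = 5; exact two-sided permutation p = 0.00794). The number of genes at 20 or more normalized counts was 751 ± 28.1 (SD, n = 5) and 734 ± 11.2 (SD, n = 5), a difference of 16.8 that did not pass the test (exact permutation p = 0.214). Without early 1 the difference was 29.2 (exact permutation p = 0.0159). At 50 or more, the order was the other way round, with 612 and 640 genes (exact permutation p = 0.0476, n = 5 per stage). Genes above each sample's own background were also fewer in early CCH, with 683 against 727 (exact permutation p = 0.00794, n = 5 per stage). The 10 highest genes held 45.9% ± 5.10 (SD, n = 5) of the early and 42.8% ± 2.50 (SD, n = 5) of the late signal, a difference that did not pass the test (exact permutation p = 0.270), whereas the share of the 50 highest genes was 3.78 percentage points higher in early CCH (exact permutation p = 0.0397).

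Some technical measures differed between the stages too. The ratio of the 2 strongest spiked-in positive controls was 2.13 ± 0.031 (SD, n = 5) in early and 2.78 ± 0.053 (SD, n = 5) in late CCH, with no overlap (exact two-sided permutation p = 0.00794). The percentage of RNA fragments over the length limit of the DV200 measure was 68.5 ± 2.46 (SD, n = 5) and 73.2 ± 2.09 (SD, n = 5) (exact permutation p = 0.0238). Its values met at 71.2 in early 3, late 4 and late 5. The geometric mean of the positive controls did not pass the test, with 632 in early and 728 in late CCH (exact permutation p = 0.254, n = 5 per stage). Since the control ratio did not overlap, no range of it held samples of both stages, and no comparison at a like ratio was possible. A batch that followed this ratio could not be separated from stage.

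**Figure D1:**
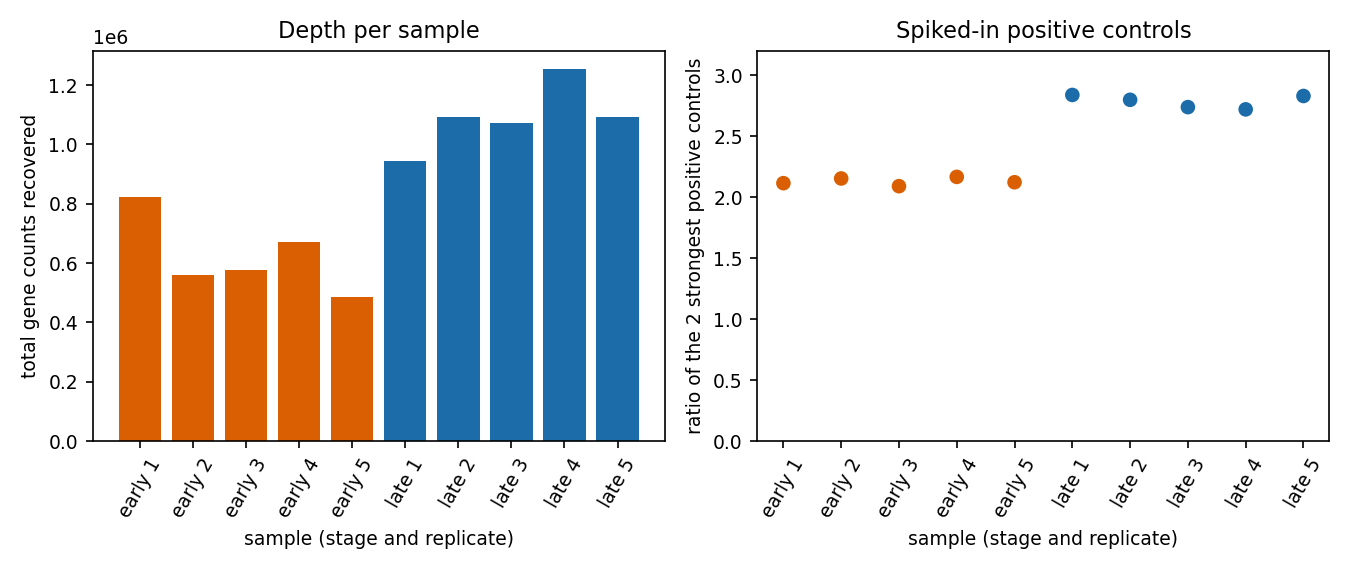
Total recovered gene counts per sample (bars, left) and the ratio of the 2 strongest positive controls per sample (points, right), coloured by stage (early in orange, late in blue). Every late sample lies above every early sample in both panels, and the mean ratio is 2.13 in early and 2.78 in late CCH.

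Whole profiles were closer within than between stages. The mean Pearson correlation of log2 values across the tested genes was 0.896 within early CCH, 0.938 within late CCH and 0.830 between the stages. These correlations run across genes, which are not independent replicates. The mean distance between stages exceeded that within stages by 0.087 (exact one-sided permutation p = 0.00794, n = 5 per stage). Replicates spread least in the highest tercile of genes, with a median within-stage SD of 0.38 on the log2 scale, against 0.49 in the middle and 0.52 in the lowest tercile. The order of the lowest and middle terciles reversed with a pseudocount of 10 (0.42 and 0.46) and, by less than 0.01, under geometric mean and TMM scaling.

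In the CCH early versus late comparison, 85 of 761 tested genes passed the BY and 2-fold thresholds in limma, 15 of them higher in early and 70 higher in late CCH. At the BH threshold without a fold limit the count was 272, with 64 higher in early and 208 higher in late CCH. The groups did not overlap for 83 of the 85 genes. Over all tested genes 24.6% did not overlap, where chance gives 0.794%. At the same BY and 2-fold thresholds, the count fell furthest with DV200 as a covariate and among male dogs only (3 early, 4 late). In each of these fits limma called 0 genes. A block for the replicate number left 1 gene. Replacing BY by BH, with the 2-fold limit kept, raised the count to 188. With DV200, limma called 45 genes past the BH threshold and 197 at an unadjusted p under 0.05, and among male dogs 133 and 278. The split by direction depended on the scaling. The median log2 fold change of all tested genes was -0.18 under the deposited housekeeping scaling and 0.21 after scaling to the geometric mean of tested genes, where 42 genes were called higher in early and 35 higher in late CCH. Under all 5 scalings compared, 46 genes were called, of which 15 were higher in early and 31 higher in late CCH.

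**Figure D2:**
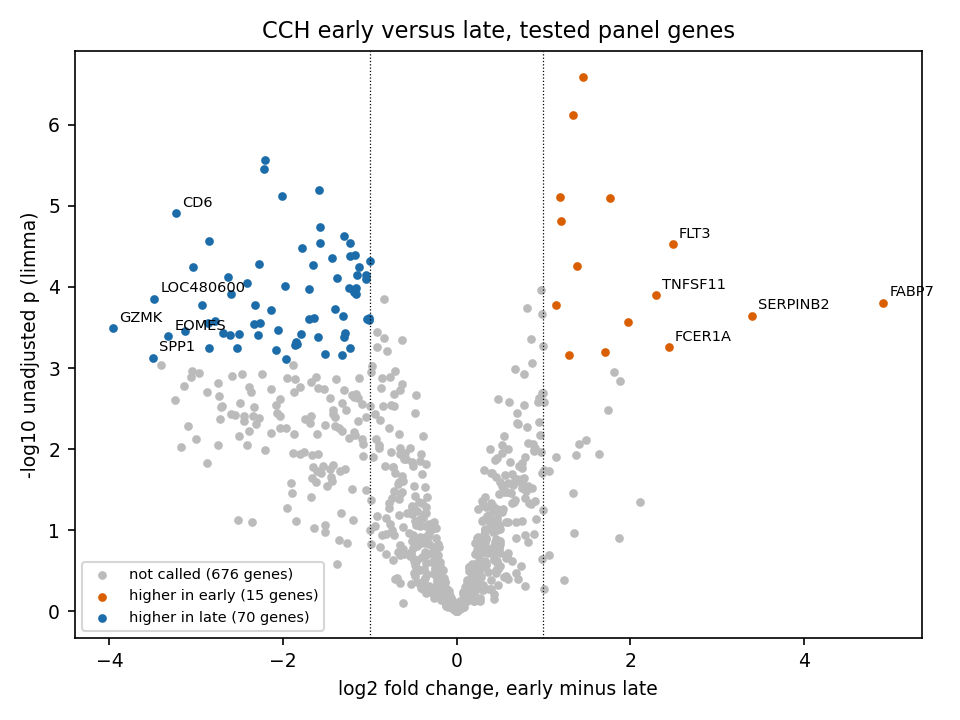
Log2 fold change, early minus late (x axis), against -log10 of the unadjusted limma p (y axis) for 761 tested genes, with dotted lines at a 2-fold change. The 15 genes called higher in early are orange and the 70 called higher in late CCH are blue, and labels mark the 5 largest changes in each direction.

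Among genes higher in early CCH, FABP7 had a log2 fold change of 4.92 (SE 0.85, limma BY adjusted p = 0.0195), from 183 ± 78.2 (SD, n = 5) normalized counts in early to 11.6 ± 16.8 (SD, n = 5) in late CCH. Only 1 of 5 late samples was above background for this gene, and with values raised to a common background floor its log2 fold change was 2.11, below those of SERPINB2 (3.26), FLT3 (2.49) and FCER1A (2.44) under the same floor. Without the floor SERPINB2 had 3.40 (SE 0.62, limma BY adjusted p = 0.0238) and FLT3 with 2.49 (SE 0.35, limma BY adjusted p = 0.0102). FLT3 had 2379 ± 843 (SD, n = 5) normalized counts in early and 415 ± 170 (SD, n = 5) in late CCH. FCER1A and TNFSF11 had log2 fold changes of 2.44 and 2.29 (limma BY adjusted p = 0.0353 and 0.0168). All early samples exceeded all late samples for these 5 genes.

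Among genes higher in late CCH, GZMK had the largest difference, with a log2 fold change of -3.96 (SE 0.75, limma BY adjusted p = 0.0275) and 823 ± 947 (SD, n = 5) normalized counts in early against 7438 ± 2450 (SD, n = 5) in late CCH. SPP1 had -3.50 (limma BY adjusted p = 0.0429), with overlapping stages because early 2 reached 3079 normalized counts. Its call was lost under geometric mean, TMM and quantile scaling. The log2 fold change of LOC480600, above background in 2 of 5 early samples, was -3.48 (limma BY adjusted p = 0.0180), or -2.81 with values raised to the common background floor. EOMES had -3.32 (limma BY adjusted p = 0.0297) and CD6 had -3.23 (SE 0.42, limma BY adjusted p = 0.00746). FLT3 and CD6 were called in all 10 fits that each left out a sample, whereas FCER1A and SPP1 were called in 2 of them. GZMK and EOMES were called in 4, FABP7 in 6, SERPINB2 in 7, and TNFSF11 and LOC480600 in 8.

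**Figure D3:**
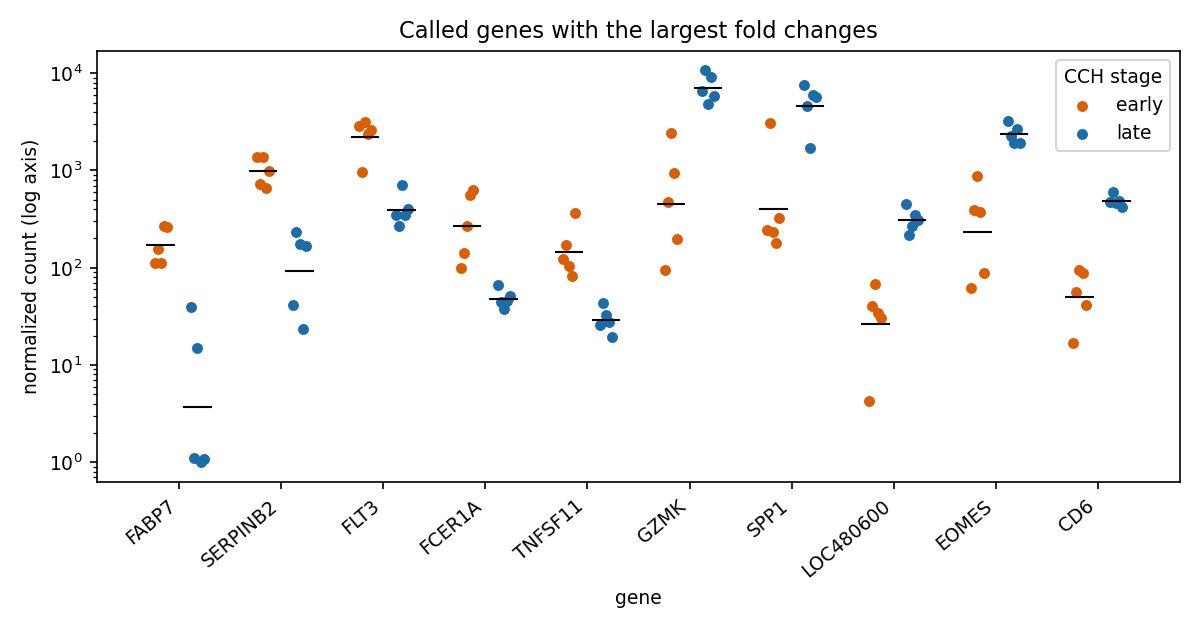
Normalized counts (log axis) of the 5 called genes with the largest change in each direction, a point per sample in early (orange) and late CCH (blue), with black lines at the geometric means. The stages overlap for SPP1 alone, where early 2 lies at 3079.

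CD4 was called (log2 fold change -2.86, SE 0.53, limma BY adjusted p = 0.0247), and in 5 of the 10 fits that each left out a sample. CD3E, CD8A and GZMB had log2 fold changes of -3.18, -3.09 and -2.70 and passed the BH threshold (limma BH adjusted p = 0.0318, 0.0205 and 0.0139) but not the BY threshold (limma BY adjusted p = 0.229, 0.148 and 0.100). Without late 3, GZMB was called (log2 fold change -3.32, limma BY adjusted p = 0.0170), as was NOS2 (-1.70, 0.0389). CD3E had 1305 ± 1416 (SD, n = 5) normalized counts in early CCH, from 42.3 in early 1 to 2090 in early 4 and 3402 in early 3, against 3853 in late 3, the lowest late sample. MS4A1 (-2.41) and NOS2 (-1.40) passed the BH but not the BY threshold with all samples in the fit (limma BH adjusted p = 0.0308 and 0.0205), and MS4A1 was above background in 1 of 5 early samples. IFNG (-1.66), IL2 (-0.24), TNF (-0.52) and IL6 (0.44) passed neither threshold. The signs of IL2 and TNF changed with the scaling, and the log2 fold change of IL6 was -0.35 without early 2 and -0.014 with array weights.

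The lists placed these genes in context. All 20 tested T cell genes were higher in late CCH and past the BH threshold, both over all genes tested and adjusted over the list alone, with a median log2 fold change of -2.75. The list stood apart from the panel in camera (limma BH adjusted p = 5.8e-06), as did the cytotoxic lymphocyte list (median -2.24, limma BH adjusted p = 0.00264), of which 11 of 15 genes passed the BH threshold over all genes and 11 adjusted over the list alone. Both calls held under fry (limma BH adjusted p = 0.0174 for each) and neither held when camera estimated the inter-gene correlation (0.846 for each). The T cell score was 7.25 ± 1.54 (SD, n = 5) in early and 9.98 ± 0.27 (SD, n = 5) in late CCH (exact permutation p = 0.00794, BH adjusted over 11 lists 0.0218). Early 3 (8.81) and early 4 (8.54) came nearest to the lowest late score (9.69 in late 3), and early 1 had the lowest score (5.12).

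The B cell list (median -1.70) and the genes without a sequencing counterpart (median -1.90) were not called by camera (limma BH adjusted p = 0.232 and 0.227), although their scores separated the stages (exact permutation p = 0.00794, BH adjusted 0.0218 for each, n = 5 per stage). In the B cell list 8 of 14 genes passed the BH threshold over all genes and 8 adjusted over the list alone. Of the 10 genes without a counterpart, 6 passed it over all genes and 7 adjusted over the list alone. IGHG and IGHM are also in the B cell list, and TRAC and TRBC in the T cell list. The score of the genes without a counterpart is therefore not independent of those lists. IGHM (-3.41), TRBC (-3.14), IGHG (-3.06), TRAC (-2.88) and MIF (-1.14) were higher in late CCH and IFNA7 (1.14) was higher in early CCH, each past the BH but not the BY threshold, while CCR2 (-1.43), TRGC2 (-1.95), TRGC3 (-1.85) and FCAR (0.26) passed neither. The interferon response list had a median of -0.84 (camera, limma BH adjusted p = 0.0742). Its score differed by -0.98 before adjustment (exact permutation p = 0.0238) but not after it (BH adjusted 0.0524), with 5 of 16 genes past the BH threshold over all genes and 4 adjusted over the list alone.

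The remaining lists were called neither by camera nor by score. Their median log2 fold changes were -0.85 for macrophage, -0.62 for MHC class II, -0.46 for Langerhans and dendritic cell, -0.12 for proinflammatory cytokine, 0.21 for proliferation and 0.30 for keratinocyte genes. Adjusted over the list alone, 6, 1, 8, 0, 0 and 0 of their genes passed the BH threshold, against 4, 1, 5, 1, 0 and 0 over all genes. The MHC class II median was the value of DLA-DQB1 itself, whose signal was below background in early 4 and late 2. For the Langerhans and dendritic cell and the cytokine lists the mean was negative while camera ranked the list upwards against the panel, and the sign of the mean changed under geometric mean and quantile scaling. Langerhans and dendritic cell genes went both ways, from FLT3 (2.49) to CD209 (-1.90), and fry without regard to direction gave a BH adjusted p of 1.9e-07 in limma. That test also passed for 8 of the 10 other lists, among them the macrophage (0.00354), MHC class II (0.0110) and cytokine (0.00481) lists.

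**Figure D4:**
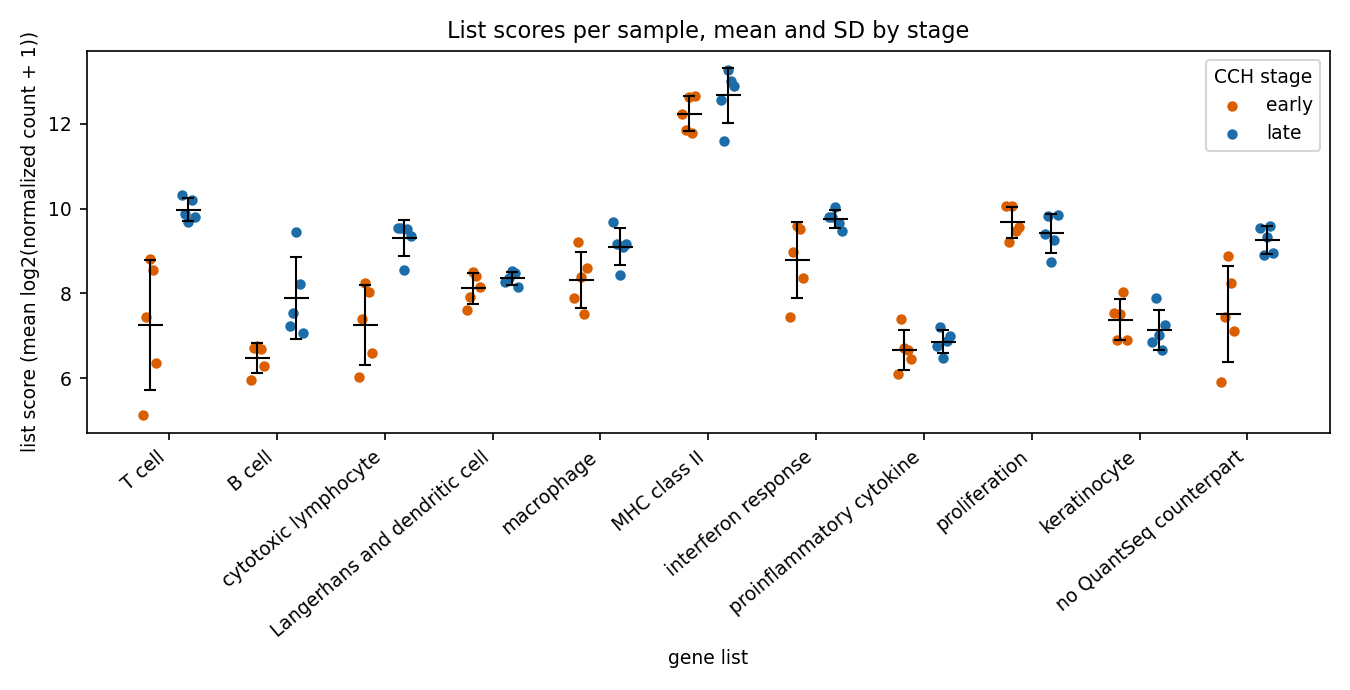
List score per sample, the mean log2(normalized count + 1) of tested members (y axis), for 11 gene lists (x axis), with points for early (orange) and late CCH (blue) samples and black bars for the mean and SD. The T cell scores average 7.25 in early and 9.98 in late CCH and do not overlap.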

Values the study reported

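For the comparison of early and late CCH, the study reported 89 differentially expressed genes, 15 of them down and 74 up, in its QuantSeq 3′ data after BY adjustment and 0 overlap, as a Jaccard index, with the nCounter data, in which it recognised no such genes. It reported that 790 of 800 panel genes were shared by the platforms.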

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

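The tests of explanations in this part were chosen after the results were seen, except camera on the T cell list with a preset and an estimated inter-gene correlation, which was planned as a test of the stages. A sample was flagged as far from the others where its gap to the nearest, divided by the range, exceeded 0.71. Of 124 groups of 5 samples checked among named genes, list scores and sample measures, 13 had such a sample, or 10.5%, where chance gives 5% for normally distributed values. Named genes were checked on linear normalized counts, where skew widens the gap of a high sample. How many of their flags would stay on the log2 scale is not given, and skew may account for the excess. Over all tested genes the share was 5.26%, near the chance value.

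The ratio of the 2 strongest positive controls, which are spiked in and do not come from the tumours, was 0.655 higher in late than in early CCH. Saturation of the strongest control is argued against, because the 3 samples with more counts of it than any early sample, all late, had ratios of 2.72 or more, above the highest early ratio of 2.17, where saturation would lower the ratio. A difference in cartridge or reagents between the stages stays open, because the separation (exact permutation p = 0.00794) is the pattern itself and no other value decides its cause. Such a difference cannot be told apart from stage for the 75 called genes outside the 3 lymphocyte lists. For the T cell list, a difference blind to gene function is argued against by the distance of the list from the rest of the panel (camera p = 5.2e-07), although with an estimated inter-gene correlation camera did not call the list.

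The number of genes at 20 or more was 701 in early 1 against 756 to 769 in the other early samples (gap over range 0.809) and 753 in late 2 against 725 to 733 in the other late samples (0.714). A fixed threshold applied to samples with different factors or background may account for both, since the genes above each sample's own background numbered 684 in early 1 and 723 in late 2, within the range of the other samples of the stage. No biological explanation was tested.

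Late 3 stood apart in 4 results. Its cytotoxic lymphocyte score was 8.55 against 9.35 to 9.56 in the other late samples (gap over range 0.801), GZMB was 613 against 4738 to 5420 (0.858), MS4A1 was 1040 against 54.0 to 211 (0.841) and TNFRSF13C was 2497 against 416 to 827 (0.802). An early tumour labelled as late is argued against for late 3. Its correlation with the mean of the other late samples exceeded that with the early mean by 0.069. By the same measure early 3 lay closest to the other stage, with 0.928 to its own stage and 0.913 to late CCH. A wrong label of early 3 was not tested. A larger share of B cells may contribute, since the B cell genes other than MS4A1 and TNFRSF13C lay 1.42 above the late mean on the log2 scale in late 3, above every other late sample. This is a hypothesis, and the low GZMB value stays open.

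Early 2 was high in SPP1 (3079 against 180 to 326, gap over range 0.95), IL6 (1496 against 51.1 to 203, 0.895) and IL1B (188 against 13.2 to 37.9, 0.859). The other cytokine genes lay 0.27 above the early mean in early 2, below the highest early sample at 0.35, and therefore a broad inflammatory response cannot be told apart from a change in these genes alone. IL1B in late 2 was 73.0 against 7.44 to 22.7 (0.768), which is 2.71 times the background of that sample, and as a single value near background it stays open.

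TRGC2 was 962 in early 3 against 36.0 to 195 (gap over range 0.828) and 1898 in late 1 against 222 to 464 (0.856). The ratio of TRGC2 to TRGC3 ranged from 0.146 in early 4 to 7.85 in late 1. Signal of TRGC3 read by the TRGC2 probe is argued against as the whole cause, because the 3 lowest ratios, at most 0.54, allow a constant share of TRGC3 signal to supply no more than 18.3% of TRGC2 in early 3 and 6.91% in late 1. Sharing with other near-identical genes stays open, since TRGC8 was above background in only 1 of 5 early and 3 of 5 late samples, as does a difference in the T cells present, which was not tested. TNFRSF13C was 1713 in early 1 against 921 to 1148 (0.713). More B cells are argued against as the source, because the other B cell genes of early 1 lay at -0.60 relative to the early mean.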

How the results depend on the processing

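A fit without moderation, a background filter, a background floor and scaling without the 2 lowest housekeeping probes were chosen after the data were seen. The count-based alternatives edgeR and DESeq2 were not run, because the deposited values are normalized and their control rows are not on the scale of the gene rows. Rescaling to housekeeping genes moved nothing, as the deposited values are already so scaled.

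Of the count of 85 genes past the BY and 2-fold thresholds, 0 were left with DV200 as a covariate (limma, 197 at an unadjusted p under 0.05) and 0 among male dogs only (3 early, 4 late, limma, 278 at an unadjusted p under 0.05), 44 without moderation, and BH with 2-fold gave 188. The count of 272 past BH was 45 with DV200 and 133 in male dogs. The fit in males rests on fewer samples, and DV200 nearly coincides with stage. With the replicate block, 1 gene passed BY and 2-fold and 228 passed BH, but samples shared only a number: correlations of same-numbered deviations ran from -0.20 to 0.16. Leaving out single samples gave 39 to 98 genes past BY and 2-fold (47 without early 5, 39 without late 1, 48 without late 2, 41 without late 4, 52 without late 5) and 211 to 269 past BH. Of the 85 genes, 31 stayed called in all 10 such fits and 85 kept their sign. Geometric mean scaling gave 77 genes, 50 shared, with 54.5% higher in early against 17.6%; TMM gave 34.6% and quantile normalization 58.0%.

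The interferon response list passed camera (mean log2 fold change, adjusted p) without a filter (-0.98, 0.04995), under geometric mean (-0.59, 0.0328) and TMM scaling (-0.78, 0.0444), with the replicate block (-0.98, 0.0296) and in males (-1.10, 0.0454), and with samples left out ranged from -1.18 to -0.64 (0.0171 to 0.189, past the threshold without early 3 or early 4). With estimated inter-gene correlation the T cell (-2.72) and cytotoxic (-2.05) lists lost their calls (0.846 for both). The interferon score lost its unadjusted call under geometric mean (-0.59), TMM (-0.78) and quantile scaling (-0.43) and in males (-1.10), and ranged from -1.18 to -0.64 with samples left out (lost without late 1, 2, 3 or 4). The B cell score lost it in males (-1.53). The proliferation score gained it under quantile normalization (0.67) and the MHC class II score in males (-0.98). With samples left out, the macrophage score ranged from -1.01 to -0.58 (gained without early 2 or late 3) and the MHC class II score from -0.70 to -0.29 (gained without late 2). DLA-DQB1, a member of the MHC class II list, was below background in late 2. The causes were not tested.

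The difference in genes at 20 or more (16.8) reversed to -28.2 at 50 or more, and ranged from 12.2 to 29.2 with samples left out (past the threshold at 29.2 without early 1). The share of the 50 highest genes differed by 3.78 percentage points (exact permutation p = 0.0397). The median SD in the lowest tercile moved from 0.52 to 0.42 with a pseudocount of 10, below the middle tercile at 0.46, and to 0.58 with a mean of at least 50. Whole-profile separation kept its call in every alternative run. Among single named genes, 109 of 1303 values changed side of the thresholds, 89 lost and 20 gained, and 0 changed direction while called. Background limits the low genes: 668 to 699 genes were above it in early and 721 to 736 in late CCH.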

Other observations

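All tests in this part were chosen after the results were seen, except the limma fits of genes and lists with DV200 and with geometric mean scaling, which were planned as alternatives.

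The count of genes past the BY and 2-fold thresholds in these nCounter values was 85. That is higher than the nCounter value quoted from the study above. The study tested its nCounter data in other software and describes the fold changes behind its gene calls as shrunken, unlike those here. The 2 counts are therefore not at like thresholds, and the cause of the difference was not tested. Most calls here were higher in late CCH, whereas most genes quoted from the study's sequencing data were called up, which would mean higher in early CCH if up is relative to late CCH as baseline. The reason was not settled.

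Chance is argued against for both counts of genes by 100 splits of the 10 samples into groups of 5, drawn from 126. Of these, 1 gave 85 genes or more past the BY and 2-fold thresholds and 1 gave 272 or more past the BH threshold. In each case it was the real split, and the largest other counts were 0 and 36. A share of 1 in 100 is the smallest that this test can give. Housekeeping scaling as the whole cause of the calls is argued against, since 50 of the 85 genes stayed called after scaling to the geometric mean of tested genes. Whether more genes were higher in late than in early CCH stays open, because under that scaling 54.5% of calls were higher in early CCH, and centring on the tested genes itself fixes part of this share. DV200 and stage cannot be told apart: 0 genes passed with DV200 in the limma fit (197 at an unadjusted p under 0.05, 45 past the BH threshold), and the values of the stages met only at their limits. The T cell list stayed apart from the panel in camera with DV200 in the fit (limma BH adjusted p = 0.00169, preset inter-gene correlation). The T cell score then differed by -1.95, with a 95% interval from -4.48 to 0.58 that includes 0, and DV200 cannot be told apart from stage for this list either.

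Background raised by the larger factors of 4 of 5 early samples is argued against for the genes called higher in early CCH, since all 15 were above background in all 5 early samples. Dilution of tumour cells by lymphocytes as the only change would lower genes expressed by tumour cells alone by a single factor. Among the called genes, the log2 fold change was 1.15 (SE 0.20) for RPS6 and 3.40 (SE 0.62) for SERPINB2. A single factor for all 15 is therefore argued against. Which cells express each gene was not tested, so that dilution cannot be told apart from changes within tumour cells. In the Langerhans and dendritic cell list 3 genes past the BH threshold (CD83, IRF8 and XCR1) were higher in late CCH, against the direction of dilution, while FLT3 and CD86 were higher in early CCH. Other immune cells can express the former, which keeps the question open.

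DLA-DQB1, a class II histocompatibility gene, was at 29.7 normalized counts in early 4 and 13.3 in late 2, below the background of each sample (35.2 and 26.9), against 5602 to 23821 in the other 8 dogs. Failed hybridisation or degraded RNA is argued against, since the 8 other MHC class II genes deviated from their stage mean by -0.18 in late 2 and by 0.29 in early 4 on the log2 scale. An allele that the probe does not bind is a candidate explanation, since DLA-DQA1, which encodes the partner chain, stayed measurable in both dogs (9696 and 15727 normalized counts, the lower deviation from the stage mean being -0.62). Loss of expression of DLA-DQB1 itself was not tested.

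CXCL10 was at 128 normalized counts in early 1 against 9287 to 20500 in the other early samples. Failed hybridisation is argued against, because early 1 had 1.44 times the mean recovered counts of the other early samples. A weaker interferon response in that tumour may contribute, since its other interferon response genes lay at -1.07 relative to the early mean, the lowest of the early samples. It cannot be told apart from a loss of CXCL10 alone, because early 5, the next lowest in these genes at -0.58, had the highest early CXCL10 value.

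TBC1D10B, used for normalization as a housekeeping gene, was above background in 1 of 10 samples. Scaling without it and UBB gave 82 called genes, all of them among the 85.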
